A study of Homo sapiens with 9 samples.

How the data were processed

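ChIP-nexus is a chromatin immunoprecipitation assay in which exonucleases trim the recovered DNA to the edge of the bound protein, so that binding sites are located to within a few base pairs. The 9 deposited peak lists came from HEC-1-B cells, a human uterine adenocarcinoma line, and derived lines. Wild-type cells had a library each for ZNF143, CTCF and RAD21, a cohesin subunit. ZNF143 knockout cells had libraries for CTCF and RAD21, and cells with CTCF fused to an auxin-inducible degron (CTCF-AID) had libraries for CTCF and ZNF143 at 0 h and 24 h of auxin. Groups were taken from the sample titles, and each group held 1 library. A ZNF143 library of the knockout cells was not analysed here, so the knockout was taken from its label. CTCF protein after auxin was not measured here either, so its degradation was also taken from the label.

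The authors deposited peaks per sample in the narrow-peak layout. Neither the labels nor the files state the peak caller, its settings, the filters applied or whether reads of several cultures were pooled. The score deposited by the authors equals the whole part of 10 times the −log10 q value. The signal value was read as the authors' fold enrichment over the background of their peak caller, a ratio above 1 in every list. In this ratio, 1 was taken to be added to both the read count at the summit and the background. That form is an assumption, as the peak caller is not stated. The remaining deposited values are each peak's −log10 p and −log10 q. The lowest −log10 q was 5.00 in both knockout lists and between 3.00 and 3.02 in the other 7, so the lists were made or filtered at different thresholds. Sequence names and the highest coordinates are those of the human build hg19, which the labels do not state. All signal values are the authors'. They were used to describe, rank or match peaks within a list and, together with −log10 p, for the depth estimate described below, which is compared between lists.

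Peaks on chromosomes 1 to 22 and X entered the comparisons. A peak counted as shared when it overlapped a peak of the other list by at least 1 bp. Shares carry exact (Clopper-Pearson) 95% binomial confidence intervals, and differences between shares carry Newcombe 95% intervals. These intervals cover counting error over peaks only and hold no difference between cultures or libraries. Chance overlap in the wild-type lists was measured with 100 random circular shifts of each chromosome's peaks. With 1 library per group no significance test between conditions was possible. The overlap of wild-type lists with the CTCF-AID 0 h lists of the same antibody served as the only measure of the difference between lines and libraries without the knockout and without auxin. The degron on CTCF is part of that difference and cannot be separated from it.

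Peaks that overlapped a peak of another factor are called bound, and the others unbound. The names stand for overlap of peaks only, since the specificity of the ZNF143 antibody at CTCF sites could not be checked here. Bound and unbound peaks were also compared within 10 signal groups. For this, 10000 random lists of unbound peaks were drawn with the bound peaks' numbers in each group, so differences of signal within a group remain. The sampling error of the unbound rate was included. That error was added after simulated lists with no effect had fallen outside the central range too often. The position of the bound value among these lists is given as a percentile, a description of these libraries.

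The distance between CTCF and RAD21 summits was measured at wild-type CTCF peaks that overlapped a peak of the other 3 CTCF and RAD21 lists of wild-type and knockout cells. Each CTCF summit was paired with the nearest RAD21 summit of the same genotype within 200 bp. Intervals for changes in distance come from 1000 bootstrap resamples of sites.

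Read depth was not given, so a relative depth was derived from the deposited ratio and −log10 p, a method chosen after the values were seen. For each peak, the summit count and background that give both values under a Poisson model were solved for. Whole-number counts reproduced −log10 p within 0.002 for 100% of peaks in all 9 lists, against 0.111% to 3.18% when counts were shifted to lie midway between whole numbers. The most frequent background value, divided by the shortest peak length as the assumed length of a read's footprint, gave background reads per kb. The highest count in every list equalled 2 times the shortest peak length and is called the ceiling. Counts at the ceiling do not rank peaks.

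Named peaks follow a fixed rule. They are the 3 wild-type ZNF143 peaks of highest signal and, for each pair of lists of an antibody across knockout or auxin, the 2 highest peaks found in either list alone and the 2 highest shared peaks. Coordinates are 1-based on hg19. Peaks in repeated sequence were not filtered out here, so a named peak need not be a binding site.

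Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The code was tested on data with known answers. Overlap calls for 648 wild-type CTCF peaks on chromosome 21 differed from an all-pairs count at 0 peaks, and 0 of 4774 simulated summit counts were missed. With random bound labels in the wild-type CTCF list, 3.5% of 200 lists with no effect fell outside the central 95 percentiles, and 0 of 50 lists with a difference of 3 percentage points were missed. Retention in these lists depended on signal only through the signal group, so differences of signal within a group were not tested.

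The alternatives were the stronger 50% of each list by q value, lists of equal size, summits within 100 bp or a reciprocal overlap of 50% as the criterion for a shared peak, and all sequences in the files. For distances they were windows of 100 bp and 500 bp, each genotype's own sites, summit-based binding and the mean. After the data were seen, a −log10 q of at least 5 in every list, a common size for all lists of an antibody and the omission of sites near the ceiling were added. The groups, the comparisons between lists, the matched lists and the distances, and the other alternatives for them, were chosen before the data were examined. Motif, promoter and nearest-gene results, and the protocadherin gene clusters, need sequence or annotation of hg19 and were not analysed here; the annotation at hand was of GRCh38 and its coordinates were not used. Peaks on chromosome Y, the mitochondrial genome and unplaced sequences entered only the alternative with all sequences, and their counts are given in the closing section.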

Results

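ChIP-nexus peak lists of ZNF143, CTCF and RAD21 were compared in wild-type HEC-1-B cells, in ZNF143 knockout cells and in CTCF-AID cells before and after 24 h of auxin. Auxin is used to degrade the tagged CTCF, and its degradation was taken from the label. Each of the 9 groups had 1 library, so no difference below has a replicate check. On chromosomes 1 to 22 and X the wild-type lists held 36770 ZNF143, 52982 CTCF and 48906 RAD21 peaks. The knockout lists held 63420 CTCF and 56861 RAD21 peaks. In CTCF-AID cells, ZNF143 had 34531 peaks at 0 h and 16392 at 24 h, and CTCF had 30374 peaks at 0 h and 13865 at 24 h.

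Library depth differed between the groups compared. Background density was 8.63 reads per kb in the wild-type CTCF library and 18.9 in the knockout CTCF library, a ratio of 2.19. For RAD21 it was 7.81 in wild type and 26.1 in the knockout, a ratio of 3.35. The 24 h CTCF library had 3.88 background reads per kb against 12.8 at 0 h, a ratio of 0.304, whereas the ZNF143 libraries were closer, at 12.1 and 13.5. The wild-type ZNF143 library had 5.96. Summit counts reached the ceiling at 12.3% of knockout RAD21 peaks (95% confidence interval 11.99 to 12.53) and at 0.115% to 5.51% of the peaks of the other 8 lists.

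**Figure D1:**
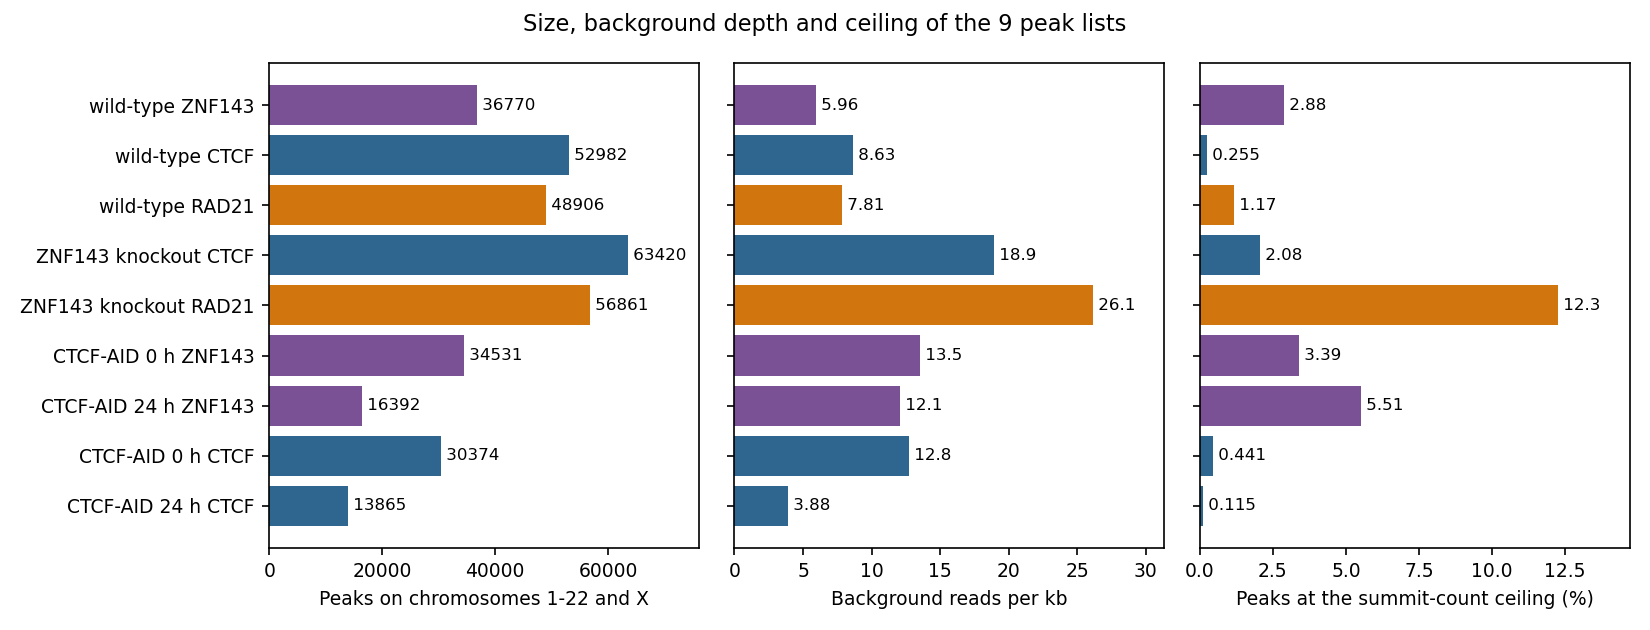
Number of peaks on chromosomes 1 to 22 and X (left), background reads per kb (middle) and percent of peaks whose summit count is at the list's ceiling (right), with a bar for each of the 9 lists, coloured by antibody. Background density runs from 3.88 in the 24 h CTCF library to 26.1 in the knockout RAD21 library.

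The first comparison asked how far ZNF143 sites coincide with CTCF and cohesin in wild-type cells. Of the ZNF143 peaks, 73.1% (72.7 to 73.6) overlapped a CTCF peak and 72.9% (72.5 to 73.4) a RAD21 peak. Shifted lists gave means of 0.326% and 0.310%. CTCF peaks overlapped RAD21 peaks in 76.4% of cases (76.0 to 76.8). The 2 partners mostly coincided: 71.0% of ZNF143 peaks overlapped both, 2.13% CTCF only, 1.94% RAD21 only, and 24.9% neither. An antibody that also recovered CTCF-bound DNA, discussed in the closing section, could raise these overlaps, so they do not by themselves show joint binding. In the other direction, 50.6% of CTCF peaks and 54.8% of RAD21 peaks overlapped a ZNF143 peak. Of the alternatives tried for the overlaps of ZNF143 with CTCF and RAD21 and of CTCF with RAD21, the overlap criterion moved each most. With a reciprocal overlap of 50%, the share of ZNF143 peaks at RAD21 peaks was 32.5%.

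The 3 ZNF143 peaks of highest signal lay at positions 76461511 to 76461670 of chromosome 15, 6374717 to 6374889 of chromosome 4 and 34850132 to 34850280 of chromosome 18. Their signal values were 36.2, 35.9 and 35.7, and their summit counts of 53, 52 and 53 were next to the list's ceiling of 54.

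**Figure D2:**
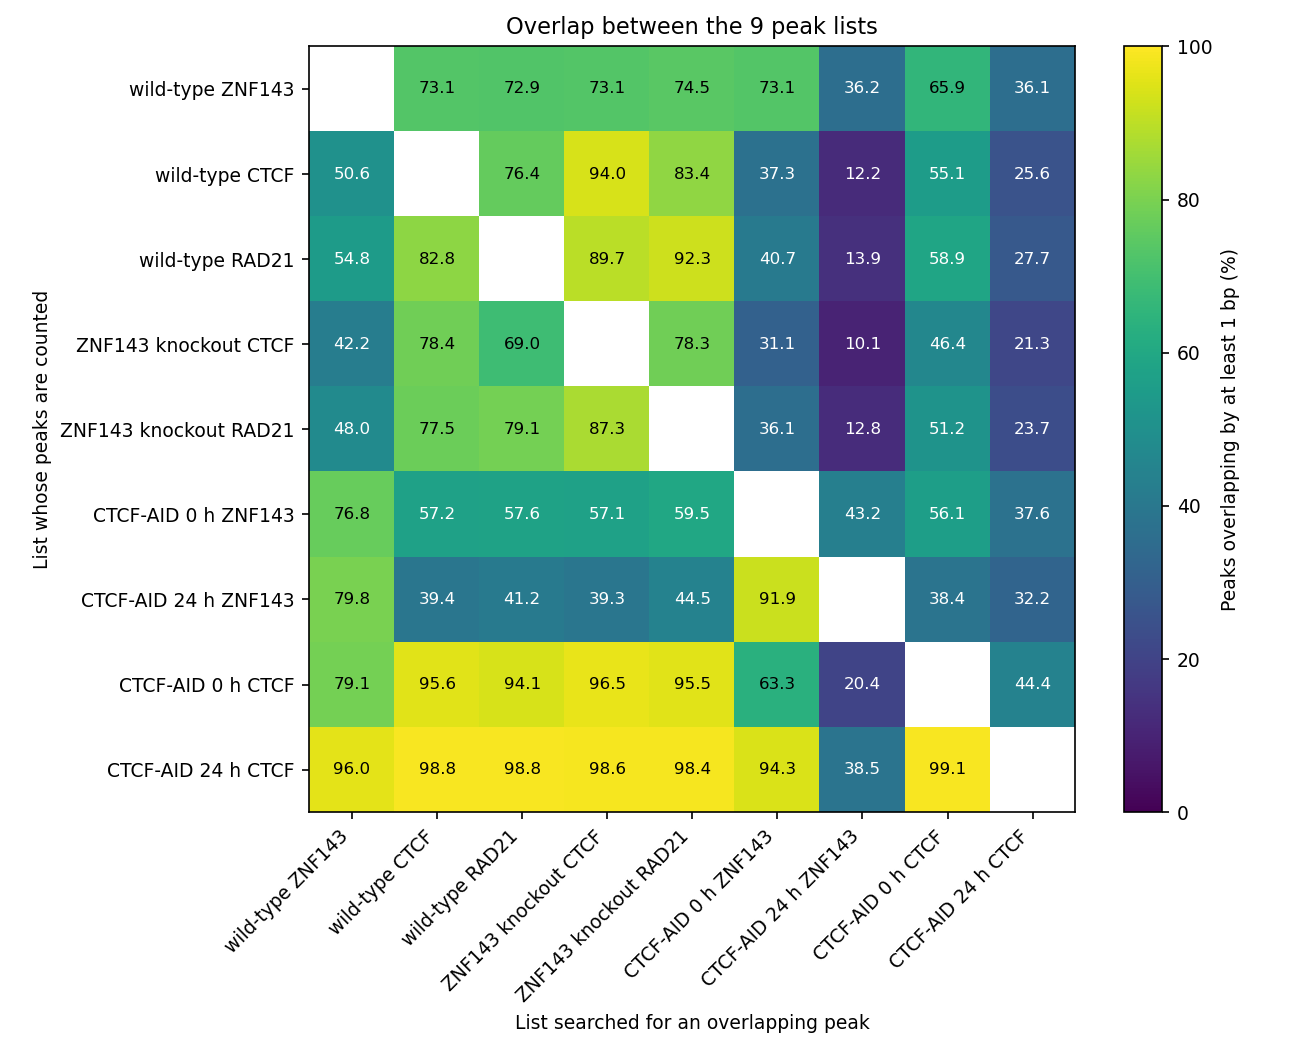
Percent of the peaks of each list (vertical axis) that overlap a peak of another list (horizontal axis) by at least 1 bp, for the 9 lists, with the percent written in each cell. The 24 h CTCF peaks are nearly contained in the other CTCF lists (98.6% to 99.1%), and 38.5% of them overlap a 24 h ZNF143 peak.

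The knockout lists were compared with wild type to ask whether CTCF and cohesin sites change without ZNF143. Of the wild-type CTCF peaks, 94.0% (93.8 to 94.2) were kept in the knockout, and 21.6% (21.31 to 21.95) of knockout CTCF peaks were absent from wild type. Of the wild-type RAD21 peaks, 92.3% (92.1 to 92.5) were kept, and 20.9% (20.6 to 21.3) of knockout RAD21 peaks were absent from wild type. The deeper knockout libraries can still call a peak at a weakened site, so the kept shares do not show that occupancy was unchanged. Between wild-type and CTCF-AID 0 h cells, which differ in neither knockout nor auxin, 55.1% (54.7 to 55.6) of wild-type CTCF peaks were found again. These cells do differ in the degron on CTCF, so this share includes any effect of the tag. For CTCF, the size of the lists moved these shares most among the alternatives run for each. A reciprocal overlap of 50% was not run for the share found again in CTCF-AID 0 h. With every CTCF list held to its 13865 strongest peaks, a size chosen after the data were seen, 74.4% of wild-type CTCF peaks were shared with the knockout and 73.9% with CTCF-AID 0 h. At this size, which compares only the strongest peaks, the CTCF difference between wild type and knockout was no larger than that between wild type and CTCF-AID 0 h. No such comparison was made for RAD21, whose shares moved most with a reciprocal overlap of 50%, to 81.4% kept and 30.0% absent from wild type.

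Wild-type CTCF peaks with a ZNF143 peak were kept in 98.9% of cases and those without in 88.9%, a difference of 10.1 percentage points (9.66 to 10.5). ZNF143-bound peaks were also the stronger ones. Unbound peaks of matched signal were kept in 99.0% of cases, and the difference of -0.022 points lay at percentile 35.0 of 10000 matched lists. For RAD21 the shares were 98.2% and 85.2%, a difference of 12.9 points (12.4 to 13.4). After matching, bound RAD21 peaks were kept more often by 0.680 points, at percentile 100 of the matched lists. Retention of unbound RAD21 peaks rose from 60.6% in signal group 1 to 96.5% in group 4. The matching therefore cannot tell so small a difference from differences of signal within groups. RAD21 also had no CTCF-AID library to show the same difference without the knockout. Retention left little room for a difference among strong peaks, since at least 99.5% of peaks were kept in both classes of the 6 strongest of 10 signal groups of either list. In the weakest CTCF group, bound peaks were kept less often (64.5%, 60.1 to 68.7) than unbound ones (71.1%, 69.8 to 72.4). In groups 2 to 5 the order was the other way, from 84.4% against 81.5% in group 2 to 99.95% against 99.51% in group 5, with overlapping intervals. Bound RAD21 peaks were kept more often in each of groups 1 to 5, with 65.1% (61.7 to 68.4) against 60.6% (59.1 to 62.1) in the weakest.

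The strongest wild-type CTCF peaks absent from the knockout were at 10012 to 10071 of chromosome 7, with a signal of 16.0, and at 109559653 to 109559725 of chromosome 1, with a signal of 15.0. The chromosome 7 peak lies near the end of the chromosome, where the placement of reads was not checked, so it should not be read as a lost CTCF site. The strongest knockout CTCF peaks absent from wild type were at 70042239 to 70042333 of chromosome 15 (signal 23.9) and 96446172 to 96446292 of chromosome 14 (signal 22.3). The strongest shared CTCF peaks were at 107183266 to 107183373 of chromosome 14 and 190833478 to 190833597 of chromosome 4, and their summits lay 5 and 6 bp from the knockout summits. For RAD21, the strongest peaks of wild type alone were at 69685111 to 69685188 of chromosome 6 and 16916006 to 16916061 of chromosome 4, with signals of 14.0 and 13.7. Those of the knockout alone were at 89207783 to 89207898 of chromosome 15 and 153211166 to 153211253 of chromosome 1, with signals of 19.9 and 18.8. The strongest shared RAD21 peaks were at 107315353 to 107315479 of chromosome X and 69969285 to 69969382 of chromosome 3, with summits 3 and 15 bp from those of the knockout.

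The geometry of CTCF and cohesin was compared at 39236 sites with peaks in all 4 lists. The median distance between CTCF and RAD21 summits was 15 bp in wild type (quartiles 6 and 29) and 13 bp in the knockout (5 and 26), a change of -2 bp (bootstrap interval -3 to -2). The mean distance changed by -1.92 bp (-2.09 to -1.73). The knockout distance was the shorter at 53.4% of sites, the longer at 43.3% and equal at 3.33%. At 25730 sites with a wild-type ZNF143 peak the median went from 16 to 13 bp, and at 13506 sites without one it went from 14 to 12 bp. The mean change was -2.04 bp (-2.27 to -1.82) at bound sites and -1.68 bp (-1.98 to -1.37) at unbound sites. Among 10000 signal-matched lists of unbound sites, the mean change at bound sites lay at percentile 34.7 and the median change, -3 against -2 bp in the matched lists, at percentile 6.625. Both were within the central 95% of the matched lists. The alternatives moved a median change by at most 1 bp. Without sites near the ceiling it was -2 bp at bound and -3 bp at unbound sites, the opposite order.

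Summit positions also differed between libraries of the same factor. CTCF summits of the knockout lay a median 7 bp from the wild-type CTCF summits, and those of CTCF-AID 0 h 10 bp, over 17944 sites common to the lists. Exchanging the libraries of the genotypes gave medians of 15 bp with both wild type, 14 bp with knockout RAD21 alone, 13 bp with knockout CTCF alone and 13 bp with both from the knockout.

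**Figure D3:**
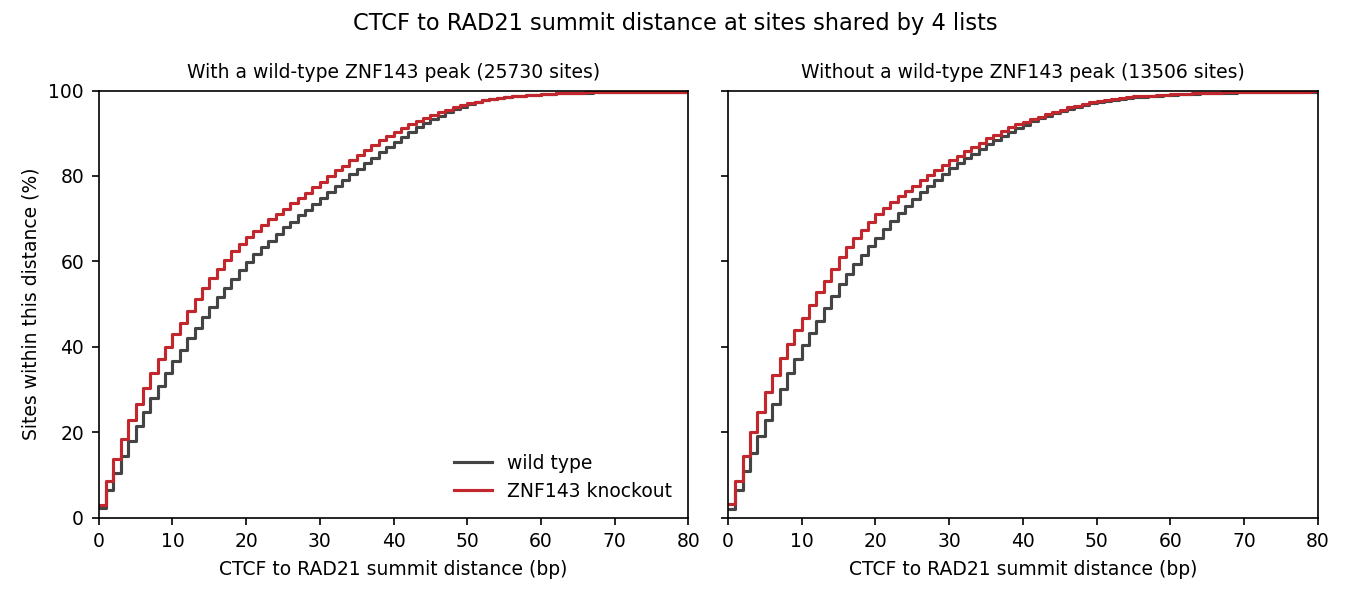
Cumulative percent of sites (vertical axis) by distance between the CTCF and RAD21 summits in bp (horizontal axis), at 25730 sites with and 13506 sites without a wild-type ZNF143 peak, in wild-type (grey) and knockout (red) lists. The knockout curve lies to the left of the wild-type curve over most of the range in both classes, with medians of 13 and 16 bp at bound sites and 12 and 14 bp at unbound sites.

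The auxin libraries were used to ask which CTCF and ZNF143 sites remain after auxin. Of the 0 h CTCF peaks, 44.4% (43.8 to 44.9) were kept at 24 h, and 99.1% of 24 h CTCF peaks were in the 0 h list. The share depended on how lists were compared. It was 83.6% when both lists held their 13865 strongest peaks and 6.89% with a reciprocal overlap of 50%, as the peaks had a median width of 169 bp at 0 h and 71 bp at 24 h. At that common size the 0 h and 24 h lists, both of the CTCF-AID line, shared more than the wild-type and 0 h lists did, at 73.9%. A common size removes the difference in number of peaks by construction. These shares therefore compare rankings of peaks and do not measure how much CTCF binding was lost.

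Of the 0 h ZNF143 peaks, 43.2% (42.6 to 43.7) were kept at 24 h, and 8.10% (7.69 to 8.53) of the 24 h peaks were absent at 0 h. Between wild type and CTCF-AID 0 h, 73.1% (72.7 to 73.6) of wild-type ZNF143 peaks were found again. With all ZNF143 lists held to their 16392 strongest peaks, 68.0% (67.3 to 68.8) were shared between 0 h and 24 h and 77.5% (76.9 to 78.2) between wild type and 0 h.

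ZNF143 peaks with a 0 h CTCF peak were kept in 31.9% of cases (31.2 to 32.5) and those without in 57.6% (56.8 to 58.4), a difference of -25.8 percentage points (-26.8 to -24.8). Unbound peaks of matched signal were kept in 70.3% of cases, which put the difference at -38.5 points, at percentile 0 of 10000 matched lists. Part of this appeared without auxin: in the matched comparison of wild-type ZNF143 peaks found again at 0 h, CTCF-bound peaks differed from unbound ones by -15.7 points. The difference was not seen in the weakest of the 10 signal groups, where bound peaks were kept in 29.5% of cases and unbound ones in 20.3%.

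**Figure D4:**
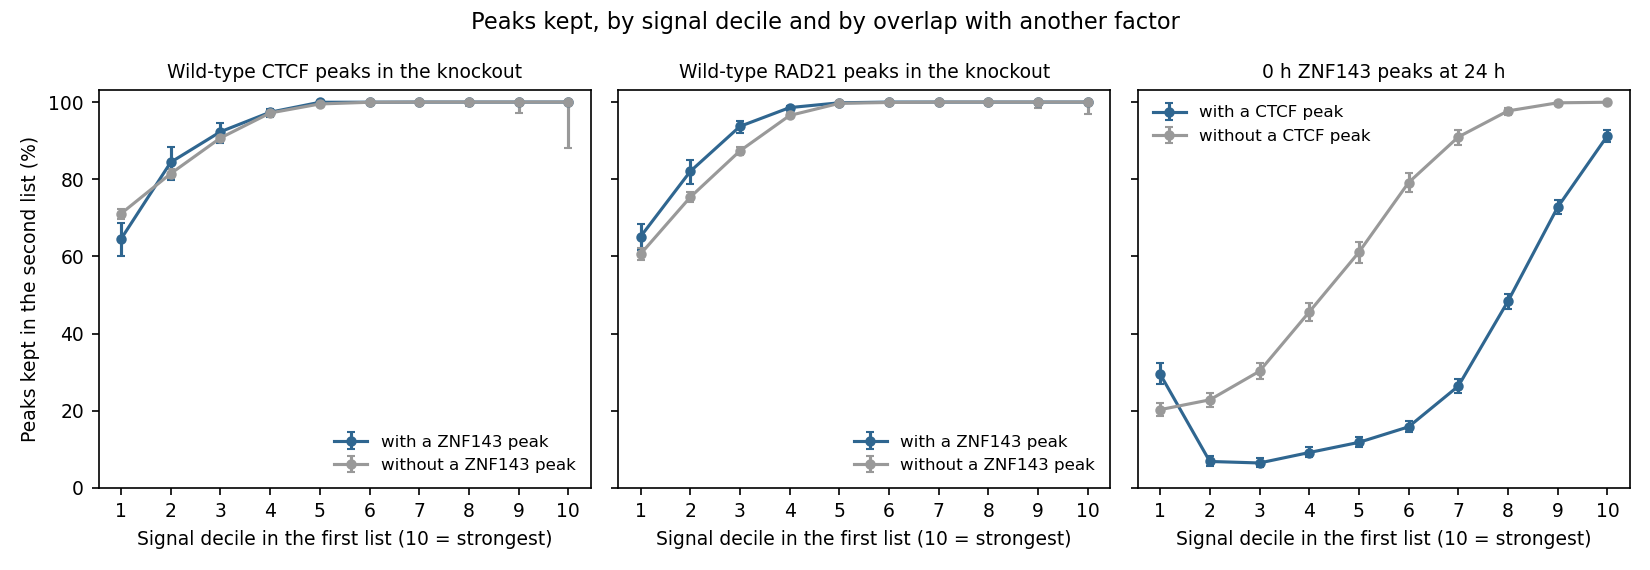
Percent of peaks kept in the compared list (vertical axis) by signal group of the starting list, from weakest (1) to strongest (10), for wild-type CTCF and RAD21 peaks in the knockout and for 0 h ZNF143 peaks at 24 h. Points are shares of peaks with (blue) and without (grey) a peak of the named factor, bars are exact 95% intervals, and groups of at least 20 peaks are drawn; in the strongest ZNF143 group 91.3% of CTCF-bound and 99.95% of unbound peaks were kept.

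The strongest 0 h CTCF peaks absent at 24 h were at 44882056 to 44882286 of chromosome 10 and 128349093 to 128349310 of chromosome 2, with signals of 30.4 and 30.0. Those of 24 h alone were at 35231969 to 35232002 and 33894378 to 33894412 of chromosome 16, with signals of 12.63 and 11.98. These 2 peaks were 34 and 35 bp wide, with local backgrounds of 0.425 and 1.42 against a median of 0.192 in the list. Misplaced reads were not ruled out there. The strongest shared CTCF peaks were at 75629438 to 75629595 of chromosome 3 and 45410367 to 45410583 of chromosome 15. For ZNF143, the strongest peaks of 0 h alone were at 125318981 to 125319130 of chromosome 10 and 70844852 to 70844944 of chromosome 2, with signals of 23.5 and 23.1. Those of 24 h alone were at 71987444 to 71987536 of chromosome 10 (signal 13.8) and 136520416 to 136520455 of chromosome X (signal 12.6), the latter with a 0 h summit 85 bp away. The strongest shared ZNF143 peaks were at 185265021 to 185265258 of chromosome 4 and 224822025 to 224822231 of chromosome 2, with 24 h summits 1 and 5 bp away.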

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

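The test of local background on the mitochondrial and unplaced sequences rests on the background solved from the deposited values, a method chosen only after those values were seen, although the prediction was written before its result. The test on chromosome Y was not chosen after the result was seen. Every list held peaks outside the chromosomes used in the comparisons, in numbers above the 3 that a count of 0 allows. On chromosome Y there were 179 peaks in the wild-type ZNF143 list, 252 in wild-type CTCF, 221 in wild-type RAD21, 252 in knockout CTCF and 283 in knockout RAD21. The CTCF-AID lists had 242 (ZNF143, 0 h), 189 (ZNF143, 24 h), 227 (CTCF, 0 h) and 62 (CTCF, 24 h). If these were reads of repeated sequence placed on chromosome Y, the peaks should crowd into a few places. The 5 fullest bins of 100 kb held at least 50.7% of the chromosome Y peaks in each of the 9 lists. They held at most 21.7% of the chromosome X peaks in any list. That is the predicted direction, but chromosome Y had fewer peaks than X in each list, which can by itself raise this share. No comparison matched for number of peaks or sequence length was run, so the crowding does not decide the cause. The line is of uterine origin, so the donor was female and the cells should hold no chromosome Y. These peaks should therefore be read as misplaced reads and not as binding on that chromosome. Whether the reads come from repeated sequence or from similar sequence elsewhere stays open. The median local background of the chromosome Y peaks, solved from the deposited values, was 1.18 to 2.51 times that of peaks on chromosomes 1 to 22 and X. No biological explanation was tested.

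The mitochondrial and unplaced sequences carried 262 peaks in the wild-type ZNF143 list, 349 in wild-type CTCF, 310 in wild-type RAD21, 340 in knockout CTCF and 355 in knockout RAD21. The CTCF-AID lists had 333 (ZNF143, 0 h), 244 (ZNF143, 24 h), 295 (CTCF, 0 h) and 91 (CTCF, 24 h). The median local background of these peaks was at least 2.54 times that of peaks on chromosomes 1 to 22 and X in each list. Reads of repeated sequence piling up on short sequences may account for these peaks. The number of peaks was lowest in the 24 h CTCF list, which also had the lowest background density. No biological explanation was tested.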

How the results depend on the processing

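The values at a −log10 q of at least 5, at a common size for all lists of an antibody and without sites near the ceiling were chosen only after the data were seen, as were all alternatives for single peaks, counts of peaks and the kept 0 h CTCF peaks by ZNF143. Of 111 alternative values of the 18 main results, 46 stayed within the 95% interval of the main value and 65 moved. A share of peaks cannot change sign, and 0 of the values for bound minus unbound differences and changes in distance did so. Those intervals are narrow because lists are long, so small shifts count as moved. Of 71 values for the other 34 results, 62 stayed and 9 moved. Where no reason is given, the cause was not tested.

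With each pair of lists held to the shorter list's size, ZNF143 peaks overlapped CTCF in 70.4% and RAD21 in 68.1% of cases, and CTCF overlapped RAD21 in 80.3%. The knockout kept 87.96% of CTCF and 87.96% of RAD21 peaks, and 12.2% and 12.4% of knockout CTCF and RAD21 peaks were absent from wild type. At 24 h, 83.6% of CTCF and 68.0% of ZNF143 peaks were kept, and 30.9% of 24 h ZNF143 peaks were absent at 0 h. Wild-type peaks found in CTCF-AID 0 h came to 83.5% for CTCF and 75.6% for ZNF143. Bound minus unbound differences were 20.04 points for CTCF and 19.8 for RAD21 in the knockout and -44.8 for ZNF143 after auxin. Shortening the longer list by construction cannot lower the share of the shorter list's peaks absent from it. The share of the longer list's peaks absent from the shorter list falls only if the removed peaks were absent more often, which construction does not guarantee. With all lists of an antibody at their shortest list's size, the knockout kept 74.4% of CTCF peaks, and CTCF-AID 0 h held 73.9% of wild-type CTCF and 77.5% of wild-type ZNF143 peaks.

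In the stronger 50% of each list, ZNF143 overlapped CTCF in 69.8% and RAD21 in 64.2% of cases, and CTCF overlapped RAD21 in 78.0%. The knockout kept 95.5% of CTCF and 96.3% of RAD21 peaks, and 20.3% and 17.2% of its CTCF and RAD21 peaks were absent from wild type. At 24 h, 42.3% of CTCF and 42.6% of ZNF143 peaks were kept, with 9.93% of 24 h ZNF143 peaks absent at 0 h. CTCF-AID 0 h held 55.8% of wild-type CTCF and 75.4% of wild-type ZNF143 peaks. The differences were 5.41 points for CTCF, 3.88 for RAD21 and -64.1 for ZNF143.

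At a −log10 q of at least 5, ZNF143 overlapped CTCF in 73.6% of cases and CTCF overlapped RAD21 in 75.05%. The knockout kept 94.6% of CTCF and 94.7% of RAD21 peaks, with 22.6% and 24.4% of its peaks absent from wild type. At 24 h, 42.2% of CTCF and 42.3% of ZNF143 peaks were kept, and 7.63% of 24 h ZNF143 peaks were absent at 0 h. CTCF-AID 0 h held 55.8% of wild-type CTCF and 74.0% of wild-type ZNF143 peaks. The differences were 8.82 points for CTCF, 8.87 for RAD21 and -28.6 for ZNF143.

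A reciprocal overlap of 50% put ZNF143 peaks at CTCF in 44.1% and at RAD21 in 32.5% of cases, and CTCF at RAD21 in 65.6%. The knockout kept 85.0% of CTCF and 81.4% of RAD21 peaks, with 29.0% and 30.0% of its peaks absent from wild type. At 24 h, 6.89% of CTCF and 31.1% of ZNF143 peaks were kept, and 34.4% of 24 h ZNF143 peaks were absent at 0 h. This criterion by construction rejects pairs of very different width. With summits within 100 bp, 9.34% of 24 h ZNF143 peaks were absent at 0 h, CTCF-AID 0 h held 72.1% of wild-type ZNF143 peaks, and the RAD21 difference was 12.4 points. With all sequences the knockout kept 93.8% of CTCF peaks.

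As means, the CTCF to RAD21 distance changed by -1.92 bp over all sites, -2.04 bp at bound and -1.68 bp at unbound sites. Without sites near the ceiling, the median change was -2 bp at bound and -3 bp at unbound sites, which reverses their order. In every distance alternative run, the median or mean distance was shorter in the knockout.

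For the difference in kept 0 h CTCF peaks by ZNF143, 61.7 points became 41.1 in the stronger 50% of the lists, 44.6 at equal list sizes and 60.2 at a −log10 q of at least 5. The other 6 moved values were distances from a named peak to the nearest summit of the compared list, all of them larger in the stronger 50%, which has fewer summits by construction. Counts of peaks stayed within 1.5 times under both alternatives.

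The planned motif, promoter and nearest-gene results and the protocadherin region were not run, since they need hg19 sequence or annotation. The alternative that used every summit of a region was not run, as each region had 1 summit. The reciprocal overlap of 50% was not run for wild-type peaks found in CTCF-AID 0 h or for bound minus unbound differences. No paired analysis was possible because each group held 1 library and the labels give no replicate numbers. Depth limits the knockout comparison: with background density ratios of 2.19 and 3.35, peaks of the knockout alone cannot be read as gained binding. For the same reason, kept peaks cannot be read as unchanged binding, as a deeper library can still call a weakened site.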

Other observations

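The tests of the knockout's q threshold, of antibody recovery of CTCF-bound DNA, of ZNF143 marking strong CTCF sites, of a ZNF143 position between CTCF and RAD21 and of 1 read per strand and position were chosen only after the result was seen, as was the division of kept 0 h CTCF peaks by ZNF143. How the interval of the projected offset was read was also settled after its value was seen. The patterns below are hypotheses tested on the data in which they were found.

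Both knockout lists held more peaks than the wild-type lists although their q threshold was stricter. A looser threshold in the knockout is argued against: the lowest −log10 q of the knockout list exceeded that of the wild-type list by 1.996 for CTCF and by 2.0004 for RAD21. Greater depth of the knockout libraries is another possible explanation. Of the peaks found in the knockout alone, 97.9% for CTCF and 98.7% for RAD21 lay in the weaker 50% of the knockout list, where a shallower library may call no peak. Depth and the number of peaks did not always move together in the other pairs of lists. The CTCF-AID 0 h lists had 1.48 times the wild-type background density for CTCF with 0.573 times the peaks, and 2.27 times the density for ZNF143 with 0.939 times the peaks, while the length covered by peaks was 1.06 and 1.27 times that of wild type. CTCF carries the degron in the 0 h cells, which may also affect these peak numbers. The 24 h CTCF list had 0.304 times the density of 0 h and 0.456 times the peaks, but there auxin differed as well. Depth and genotype vary together, so depth and weak binding gained in the knockout cannot be told apart.

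The shorter CTCF to RAD21 distance in the knockout was 2 bp in the median. A pileup ceiling is argued against as its whole cause, since the mean change was -1.64 bp (-1.93 to -1.38) over 15255 sites away from the ceiling. The absence of ZNF143 at the site itself is argued against as the whole cause as well, because sites without a wild-type ZNF143 peak changed by -1.68 bp. Smaller scatter of summits in deeper libraries could shorten absolute distances. Within each library, however, the distance rose with the RAD21 summit count, with medians of 13, 13, 15 and 20 bp over quartiles of count in wild type and 10, 11, 13 and 17 bp in the knockout. Those quartiles hold different sites, so this does not settle the comparison of libraries at the same sites. RAD21 offsets were also projected on an axis given by other libraries. The mean projected offset was 0.699 bp in wild type and 0.722 bp in the knockout, a ratio of 1.03 (0.597 to 2.02), against absolute distances of 20.9 and 18.7 bp. The axis held almost none of the offset, so the projection decides nothing, and scatter and a real shift cannot be told apart. Whether bound sites shortened more than unbound ones also stays open: the mean change at bound sites lay at percentile 34.7 of the matched lists and the median change at percentile 6.625. A genome-wide effect of the knockout was not tested.

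RAD21 summits kept their side of the CTCF summit between wild type and knockout at 74.8% of sites. If ZNF143 lay between CTCF and RAD21, its summits should fall on the RAD21 side. The 0 h ZNF143 summit did so at 51.6% of 17606 sites (50.9 to 52.4) and the wild-type ZNF143 summit, set against the knockout RAD21 side, at 59.6%. The lines differ, so the data do not decide it. The 65.8% found with wild-type RAD21 rests on a CTCF summit used in both offsets, which by itself raises the share.

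ZNF143 peaks lost after auxin lay mostly at CTCF peaks. Lower depth of the 24 h library is argued against as the whole cause. CTCF-bound peaks were kept less often than unbound peaks of the same signal groups, by a difference of -38.5 points. The comparison of wild type with 0 h, without auxin, gave -15.7 points. Differences between libraries or lines, the degron on CTCF included, may therefore contribute part. An antibody that also recovered CTCF-bound DNA would place ZNF143 summits where CTCF summits lie. At 12927 lost peaks, 0 h ZNF143 summits were further from the wild-type CTCF summit than 0 h CTCF summits were by a mean of 0.575 bp (0.295 to 0.846), whereas RAD21 summits were further by 7.42 bp. The median distance was 10 bp for both ZNF143 and CTCF summits. At 5824 kept peaks the medians were 9 bp for ZNF143 and 10 bp for CTCF and the mean difference was 2.78 bp. By the mean, ZNF143 summits were thus nearer to the CTCF position at lost than at kept peaks, and by the median they were not. The summit distances at lost peaks are consistent with indirect recovery. Binding of ZNF143 that depends on CTCF would place the summits in the same way and stays open, as the biological explanation the design names. A ZNF143 library of knockout cells, not analysed here, would bear on this.

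CTCF peaks left at 24 h lay at 0 h ZNF143 peaks, although 38.5% of 24 h CTCF peaks overlapped a ZNF143 peak of 24 h. Of the 0 h CTCF peaks, 67.0% with a ZNF143 peak were kept and 5.31% without, and 95.6% of the kept peaks had a 0 h ZNF143 peak against 37.6% of the lost ones. That only the strongest peaks stay above the threshold is argued against as the whole cause. The share with a ZNF143 peak was higher in kept peaks than in lost peaks of the same 0 h signal groups by 15.1 points. Matching on CTCF signal in 3 lists gave 23.1 points. Measured instead as the difference in kept share between peaks with ZNF143 and signal-matched peaks without it, the values were 30.7 points after auxin and 29.0 points without auxin, for wild-type CTCF peaks found at 0 h. The value without auxin leaves open that a ZNF143 peak marks strong CTCF sites beyond what the signal shows, although matching on 3 lists went the other way. This cannot be told apart from longer retention of CTCF at sites with ZNF143 at 0 h. The same direction appears without auxin, and the 24 h library is shallow.

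Summit counts stopped at a ceiling in all 9 lists. The highest count was 2 times the shortest peak length in 9 of 9 lists. A possible explanation is that at most 1 read per strand and position entered the pileup, but this equality prompted it and is not a separate test of it, so it stays open. The ceiling held 12.3% of knockout RAD21 peaks, whose counts then no longer rank them. No biological explanation was tested.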
